A study of Mus musculus with 4 samples. Its data were reported in "Trained immunity of alveolar macrophages enhances injury resolution via KLF4-MERTK-mediated efferocytosis" (2023).

How the data were processed

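Chromatin accessibility was measured by ATAC-seq in flow-sorted mouse AMs, with 2 naïve and 2 trained libraries (7 days after LPS), grouped by their labels. The authors trimmed adapters with TrimGalore, aligned read pairs to mm10 with Bowtie2, and kept uniquely mapped pairs of high quality. They removed PCR duplicates with Picard and mitochondrial reads with SAMtools, and shifted read ends to the centre of the Tn5 insertion, as ATAC-seq requires. Peaks were called by the authors with MACS2 in each library. They were then filtered for agreement between replicates, merged into consensus regions with BEDTools and cleared of blacklisted regions. These steps could affect the measurements: uniquely mapped reads leave out repeats, and removing duplicates flattens the highest signals.

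The authors deposited raw read counts per consensus region, made with featureCounts and not normalized. All 4 columns of that table were used, and every region start and end in it matched the edge of a deposited peak. The deposited peak lists hold, for each summit, the authors' MACS2 score, a fold enrichment over local background, and -log10 p and -log10 q values. They also hold the summit's position within the peak, deposited as bases from the peak start. The lowest -log10 q in the lists was 2.00 and only 70.3% to 79.4% of the peaks of a list overlapped a counted region, so the lists were taken as not yet filtered between replicates. Peaks with several summits (98387, 107285, 92800 and 103833 summits in naïve replicates 1 and 2 and trained replicates 1 and 2) were joined to 1 peak each. The count table covered autosomes only, and accessibility on chromosomes X and Y was not analysed here by counts.

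The main test was chosen before the data were examined, as were the named regions, the listed genes, the KLF test and most alternatives. It was DESeq2 1.42.0 in R 4.3.3, because the study's methods name it, with group as the only term and median-of-ratios size factors (0.952, 1.25, 0.768 and 1.11 for naïve replicates 1 and 2 and trained replicates 1 and 2). Regions with a Benjamini-Hochberg adjusted p under 0.05 were called DARs, with no minimum fold change. DESeq2's default filter, tuned at a level of 0.1, left 11084 regions with a mean normalized count under 32.9 without an adjusted p, and these stayed out of every count of tested regions. Log2 values used a pseudocount of 0.5. Alternatives were edgeR 4.0.16 with and without its count filter, limma-voom 3.58.1, other size factors (TMM, total counts, regions above the 75th percentile of mean count, cyclic loess), a mean of at least 30 counts, no independent filtering, stricter thresholds, the replicate number as a block, GC offsets and leaving out each library. GC offsets removed a lowess trend (span 0.3) of each library with the GC content of the region. Where a library was left out, the lone library of its group was assumed to vary like the other group.

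The tests were tested on simulated data with known answers. With 200 regions changed among 57169, DESeq2 made 6 false calls and edgeR 14, and with no region changed they made 5 and 10. A simulated GC trend in the trained libraries (0.4 log2 per SD of GC content) gave 9153 false calls without GC offsets and 1 with them. Its size was set by hand and no true change was simulated with it. It therefore does not show whether the offsets also remove real differences linked to GC content. The stratified motif test gave a median odds ratio of 1.00 and 1.50 for simulated values of 1.0 and 1.5, and its interval held the true value in 379 and 376 of 400 simulations.

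Coordinates are given on mm10 (GRCm38), counted from 1, and all regions lay inside its chromosome lengths. Locations came from the GENCODE basic annotation (57222 transcripts of 32188 genes), taking in order promoter, untranslated region, exon, intron and intergenic sequence. Overlaps used bedtools 2.31.1 with at least 1 shared base. Motif strings were GGGYGTGG for KLF, GGGGCGGGG for SP, GGGRNWYYCC for NF-κB, RAGGAAGT for PU.1, TTGCRYAA for C/EBP, TGASTCA for AP-1, GAAANNGAAA for IRF, TGACGTCA for CRE, RRCCAATSR for NF-Y, TGTGGTTW for RUNX and CCASYAGRKGGC for CTCF. They were counted on either strand and tested with the Cochran-Mantel-Haenszel test in strata of GC decile and count tertile, adjusted over the 11 strings. The motif tools of the study were not used here.

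The regions named were the 5 more accessible and 5 less accessible DARs with the smallest adjusted p whose trained libraries both lay on the same side of both naïve libraries, the promoter region of Klf4 and of Mertk with the highest mean count, and any promoter region of the other listed genes past the threshold. Marker genes of resident AMs, monocytes, neutrophils, lymphocytes and epithelial cells were listed before their regions were looked up, and each list's median was placed among 10000 random lists matched on mean count and promoter location. For 1 of these marker genes, a value of its own is not reported here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9 did the rest. Intervals cover counting error only.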

Results

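To ask whether a first exposure to endotoxin leaves a lasting mark on chromatin, ATAC-seq was analysed from flow-sorted mouse alveolar macrophages (AMs), the macrophages that live in the air spaces of the lung. ATAC-seq uses the Tn5 transposase to insert sequencing adapters into open DNA, so that the number of reads over a region measures how accessible it was. Trained AMs came from mice given lipopolysaccharide (LPS, a bacterial endotoxin) 7 days earlier, and naïve AMs came from mice without it. There were 2 libraries per group, each made from 200000 cells with 10 PCR cycles. The deposited counts covered 57169 consensus regions on the 19 autosomes of the mouse mm10 genome, 153 to 3574 bases wide with a median of 485. Total counts were 14142802 and 18343817 for naïve replicates 1 and 2, and 11901201 and 16810651 for trained replicates 1 and 2. The median count per region lay between 80 and 134. The region with the most counts, on chromosome 17 from 39843121 to 39846694, took 0.414% and 0.324% of the naïve counts and 0.605% and 0.467% of the trained counts.

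Replicates were first compared with each other. The chi-square per degree of freedom over regions was 2.58 between the naïve replicates and 1.96 between the trained replicates, above sampling noise, and each library was counted as its own sample. Across regions, which are not independent replicates, the correlation of log2 normalized counts was 0.984 between the naïve libraries and 0.985 between the trained libraries. It was 0.951 to 0.963 for the 4 pairs of libraries from different groups. The first principal component held 69.5% of the variance and separated the groups, and the second held 16.8% and separated the replicates within each group.

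DESeq2 was then used to find differentially accessible regions (DARs) between trained and naïve AMs. Of 46085 regions with an adjusted p, 6099 were DARs (FDR under 0.05), equal to 10.7% of all consensus regions. Of these, 3791 were more accessible and 2308 were less accessible in trained AMs, so that 62.2% were more accessible (Wilson 95% interval 60.9% to 63.4%, for counting error over regions only). With total counts as size factors the split was 3087 more accessible and 3195 less accessible, or 49.1% more accessible. The edgeR quasi-likelihood test called 12827 regions, among them all 6099 DARs. With the replicate number as a block DESeq2 called 1913 regions, and 3697 with the numbers crossed between groups. Leaving out trained replicate 1 changed the count by the largest factor, to 1274 DARs, and there were 1404 without naïve replicate 1, 2077 without naïve replicate 2 and 1442 without trained replicate 2. The median log2 fold change was 0.72 for the more accessible DARs, of which 1161 changed at least 2-fold. It was -0.68 for the less accessible DARs, of which 349 changed at least 2-fold. In every DAR both trained libraries lay beyond both naïve libraries, which also held for 56.9% of the regions tested and not called, against 33.3% by chance. In simulated counts for the same 57169 regions with 2 libraries per group, DESeq2 recovered 10.4% of regions changed 1.5-fold, 43.3% of those changed 2-fold and 66.7% of those changed 4-fold. Smaller differences were therefore often not detectable in that simulation with 2 libraries per group. It changed only 200 regions, far fewer than the 6099 DARs, which makes its adjusted threshold stricter. Recovery in the real counts may therefore have been higher.

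**Figure D1:**
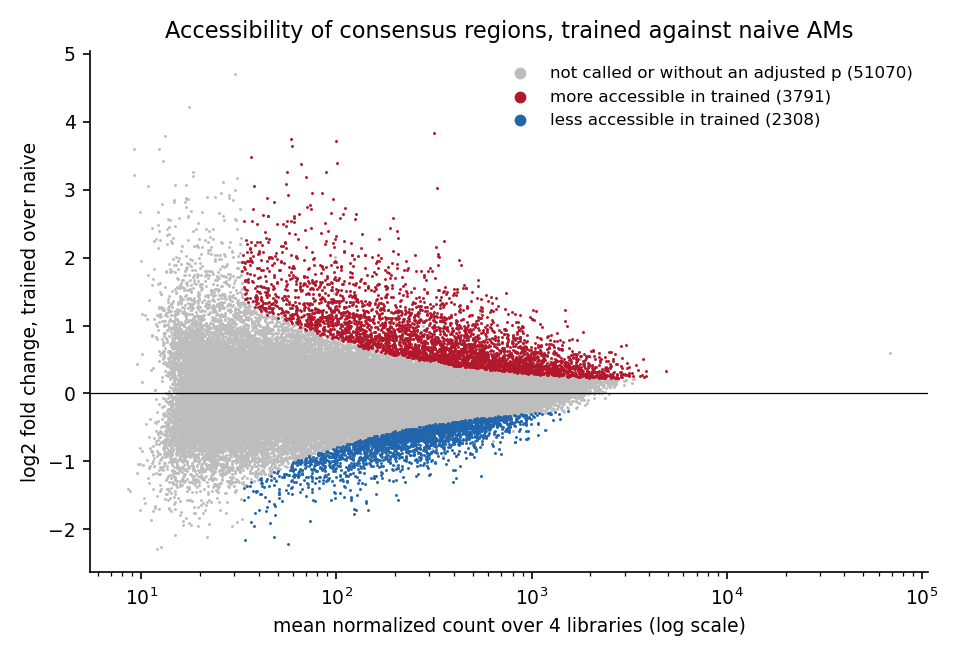
Log2 fold change of each consensus region (trained over naïve AMs, vertical axis) against its mean normalized count over the 4 libraries (horizontal log axis), with each point 1 region. The 3791 more accessible DARs are red, the 2308 less accessible DARs are blue, and regions not called or without an adjusted p are grey.

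The DARs with the smallest adjusted p are given as normalized counts, mean ± SD, with DESeq2 adjusted p. The leading more accessible DAR lay on chromosome 18 from 34865401 to 34866404, in intergenic sequence just past the end of Egr1 (ENSMUSG00000038418). It rose from 41.5 ± 2.13 in naïve AMs to 594 ± 73.6 in trained AMs (n = 2 each), a log2 fold change of 3.84 (SE 0.22, DESeq2 adjusted p 1.70e-62). A region in an intron of Slc7a11 (ENSMUSG00000027737; chromosome 3, 50402354 to 50402908) rose from 72.1 ± 1.03 to 583 ± 72.5, a log2 fold change of 3.02 (SE 0.20, adjusted p 5.92e-49). The promoter of Ccrl2 (ENSMUSG00000043953; chromosome 9, 111056932 to 111057872), overlapping exon 1 and its untranslated part, rose from 888 ± 1.55 to 2081 ± 67.7, a log2 fold change of 1.23 (SE 0.09, adjusted p 3.90e-35). An intergenic region 10206 bases from the start of Rcl1 (ENSMUSG00000024785; chromosome 19, 29090199 to 29091169) rose from 123 ± 17.0 to 587 ± 67.0, a log2 fold change of 2.25 (SE 0.18, adjusted p 1.29e-31). A promoter region 1776 bases upstream of Myo1g (ENSMUSG00000020437; chromosome 11, 6522734 to 6523517) rose from 393 ± 16.4 to 1092 ± 10.3, a log2 fold change of 1.47 (SE 0.12, adjusted p 1.10e-30).

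The 5 less accessible DARs with the smallest adjusted p had log2 fold changes between -1.31 and -0.89. A region in an intron of Dnmt3a (ENSMUSG00000020661; chromosome 12, 3855728 to 3856521) went from 773 ± 83.6 in naïve AMs to 332 ± 34.5 in trained AMs (n = 2 each), a log2 fold change of -1.21 (SE 0.15, DESeq2 adjusted p 3.32e-14). An intergenic region 109146 bases from the transcription start of Gm44692, a long noncoding RNA gene (ENSMUSG00000108876; chromosome 7, 68615897 to 68617321), went from 906 ± 31.8 to 489 ± 2.26, a log2 fold change of -0.89 (SE 0.12, adjusted p 5.91e-11). Another, 27919 bases from the transcription start of the noncoding gene Gm19510 (ENSMUSG00000115426; chromosome 15, 59822878 to 59823615), went from 557 ± 28.3 to 254 ± 11.5, a log2 fold change of -1.13 (SE 0.15, adjusted p 6.44e-11). An intronic region of Prkch (ENSMUSG00000021108; chromosome 12, 73617605 to 73618170) went from 582 ± 14.5 to 279 ± 3.18, a log2 fold change of -1.06 (SE 0.15, adjusted p 1.67e-10). An intronic region of Agfg2 (ENSMUSG00000029722; chromosome 5, 137671634 to 137672397) went from 567 ± 91.2 to 227 ± 53.9, a log2 fold change of -1.31 (SE 0.18, adjusted p 2.90e-10).

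**Figure D2:**
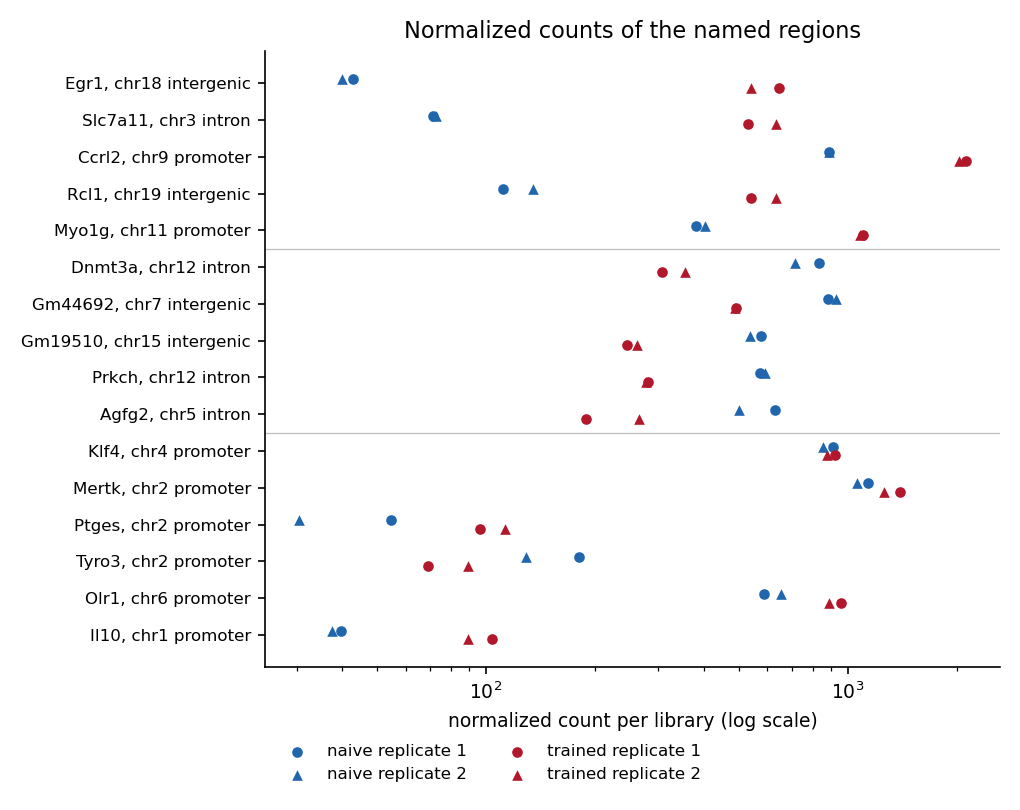
Normalized counts of the named regions in each library (horizontal log axis), with naïve libraries in blue and trained libraries in red, circles for replicate 1 and triangles for replicate 2. The top block holds the leading more accessible DARs, the middle block the leading less accessible DARs and the bottom block promoter regions of listed genes, where the Klf4 libraries of the groups overlap.

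To ask where in the genome the DARs were, each region was given 1 location from the gene annotation, with promoters taken as 3000 bases either side of a transcription start. Promoters held 1023 of 3791 more accessible DARs (27.0%), 1160 of 2308 less accessible DARs (50.3%) and 14450 of 39986 regions tested and not called (36.1%). Introns held 36.9%, 29.1% and 31.7% of these sets, and intergenic sequence held 31.5%, 16.0% and 26.2%. Against regions not called, the odds ratio of a promoter location was 0.653 for more accessible DARs (95% interval 0.606 to 0.704, 2-sided Fisher's exact p 1.74e-30) and 1.79 for less accessible DARs (1.64 to 1.94, p 3.73e-41). Both comparisons changed direction when each library's trend with GC content was removed, a setting chosen after the data were seen. The odds ratio was then 1.15 for more accessible DARs (40.5% at promoters, exact p 2.69e-05) and 0.754 for less accessible DARs (30.8% at promoters, exact p 9.70e-09). The ratio for less accessible DARs also fell below 1 without naïve replicate 1 (0.399), without trained replicate 1 (0.660) and without trained replicate 2 (0.666), and was 2.31 without naïve replicate 2. For more accessible DARs it was 0.390 without naïve replicate 2 and 0.415 without trained replicate 2.

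**Figure D3:**
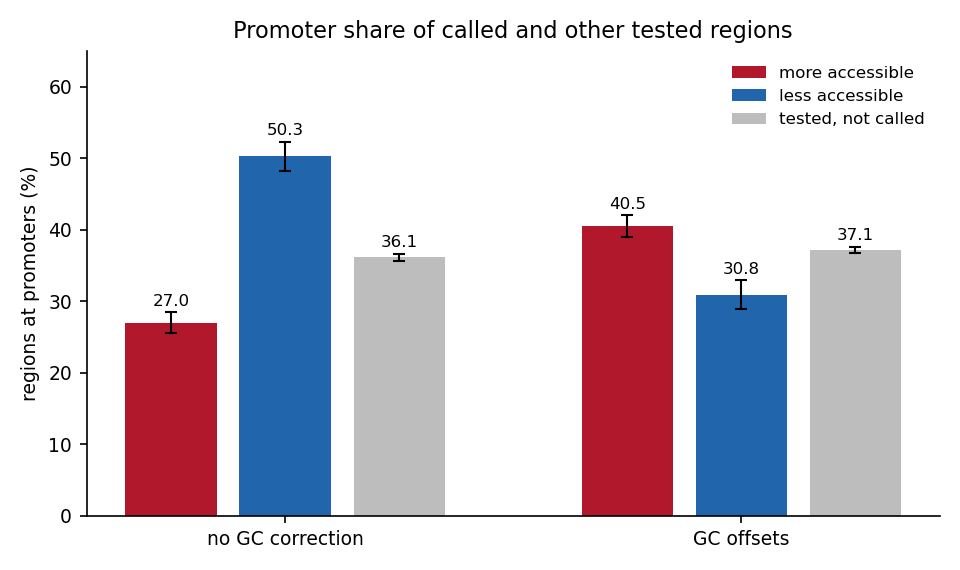
Percent of regions at promoters among more accessible DARs (red), less accessible DARs (blue) and regions tested and not called (grey), with Wilson 95% intervals for counting error over regions. Without a GC correction the shares were 27.0%, 50.3% and 36.1%, and with GC offsets the order of red and blue was the opposite, at 40.5% and 30.8%.

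The study asked which transcription factor motifs mark promoters opened by training, and named KLF4. Fixed consensus strings for 11 factor families were counted in the 300 bases around the strongest summit, against promoters tested and not called, in strata of GC content and mean count. The KLF string GGGYGTGG was present in 98 of 1023 more accessible promoter DARs (9.58%) and in 12.1% of 14450 promoters not called. Its stratified odds ratio was 0.898 (95% interval 0.718 to 1.12, Cochran-Mantel-Haenszel p 0.353, adjusted p 0.431), so no difference was detectable. Without strata it was 0.767 (exact p 0.0145). It lay above 1 with a broader string (1.03), without naïve replicate 2 (1.18) and without trained replicate 2 (1.05). The NF-κB string was present in 258 of these promoters (25.2%) and in 5.18% of promoters not called, an odds ratio of 7.61 (6.36 to 9.09, adjusted p 2.72e-142). It rose to 11.7 without naïve replicate 1. The PU.1 string had an odds ratio of 1.37 (1.14 to 1.64, adjusted p 0.00360), which was past the threshold without naïve replicate 2 (1.52) but not without naïve replicate 1 (1.33), trained replicate 1 (1.29) or trained replicate 2 (1.37), nor with replicate block calls (1.35, adjusted p 0.110). The NF-Y string had an odds ratio of 0.760 (0.620 to 0.931, adjusted p 0.0300). That value was not past the threshold without trained replicate 2 (0.643), with GC offsets (0.957), with edgeR calls (0.884) or with promoters within 1000 bases (0.795), and it was 1.004 without strata. Leaving out naïve replicate 2 or trained replicate 1 gave 0.385 and 0.376 for NF-Y. The other 7 strings were not past the adjusted threshold. A consensus string is a simpler measure than the position weight matrices the study used, and the KLF value does not measure KLF4 binding.

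**Figure D4:**
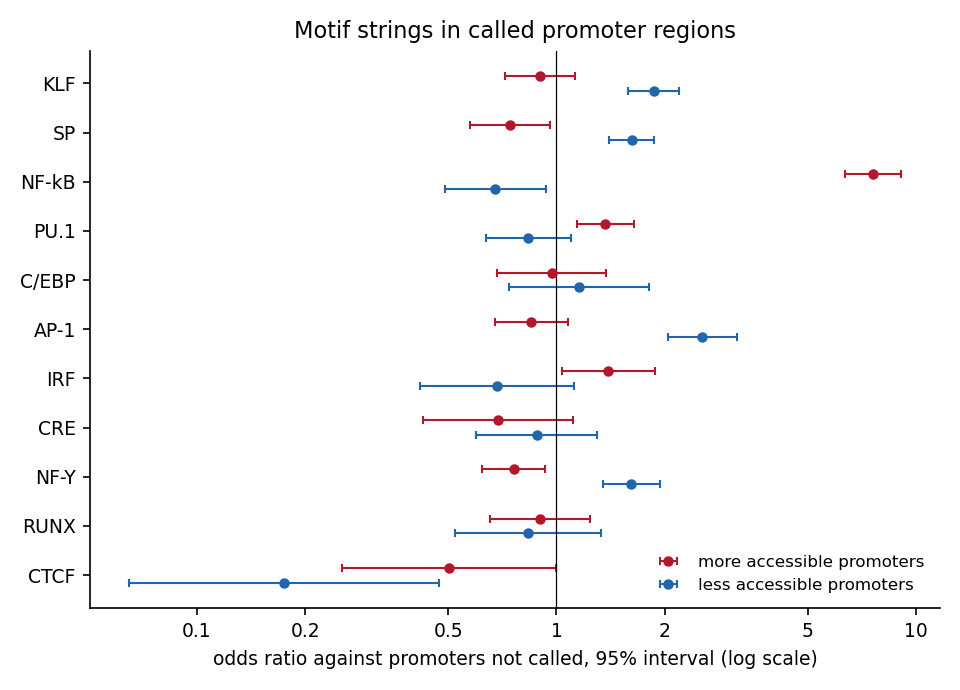
Stratified odds ratio (log axis, bars for 95% intervals) of each motif string in more accessible (red) and less accessible (blue) promoter DARs, against promoters tested and not called. In red the NF-κB string stands at 7.61 and the KLF string at 0.898, and the blue set was added after the data were seen.

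Promoter regions of genes that the study follows for efferocytosis (the uptake of dying cells), phagocytosis, survival and injury resolution were examined in the same DESeq2 fit. The study measured many of these genes as RNA or protein, in AMs taken after a further LPS challenge. These libraries had no such challenge, so the values are not a direct comparison. Of 21 listed genes, 19 had a region (Timd4 and Cd163 had none), with 33 promoter regions in all. Of these, 4 were past the threshold over all regions tested, 3 more accessible and 1 less accessible, and 4 were past it adjusted over the list alone. The study singled out Klf4 partly from these libraries, so for Klf4 the latter is not independent evidence. The median log2 fold change of the 33 regions was 0.0051. With edgeR, 10 regions were past the threshold, and leaving out a library left 1 without naïve replicate 1, 1 without naïve replicate 2, 0 without trained replicate 1 and 1 without trained replicate 2.

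The most accessible Klf4 promoter region (ENSMUSG00000003032; chromosome 4, 55532185 to 55533172), overlapping exon 1 and its untranslated part, had 884 ± 39.2 normalized counts in naïve AMs and 901 ± 34.1 in trained AMs (SD, n = 2 each), a log2 fold change of 0.027 (SE 0.11, DESeq2 adjusted p 0.929). This was smaller than the spread between replicates. The paper reported a more accessible Klf4 promoter in trained AMs by a PCR-based assay, but in cells taken after an LPS challenge that these libraries lacked. With GC offsets the Klf4 value was 0.38 (adjusted p 0.00754, range 0.00754 to 0.999 over the alternatives). The Klf4 value fell below 0 with total counts (-0.026), cyclic loess (-0.035), without naïve replicate 2 (-0.020) and without trained replicate 1 (-0.013). The most accessible Mertk promoter region (ENSMUSG00000014361; chromosome 2, 128698132 to 128699344), overlapping exon 1, had 1102 ± 56.3 and 1328 ± 94.4 normalized counts, a log2 fold change of 0.27 (SE 0.10, DESeq2 adjusted p 0.0637), higher in both trained libraries but not past the threshold. Mertk passed it with edgeR (0.27, adjusted p 0.00786), limma-voom (0.27, adjusted p 0.00846) and GC offsets (0.33, adjusted p 0.0127), in a range of adjusted p from 0.00270 to 0.769 over the alternatives.

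Of the other listed genes, a promoter region of Olr1 (ENSMUSG00000030162; chromosome 6, 129506873 to 129507505, overlapping exon 1) rose from 621 ± 48.7 to 922 ± 51.7 (SD, n = 2 each), a log2 fold change of 0.57 (SE 0.12, DESeq2 adjusted p 1.01e-04). This call was lost without naïve replicate 1 (0.49) and without trained replicate 1 (0.51). A region just upstream of Il10 (ENSMUSG00000016529; chromosome 1, 131019296 to 131019712) rose from 38.8 ± 1.60 to 96.7 ± 10.6, a log2 fold change of 1.32 (SE 0.35, DESeq2 adjusted p 0.00317), and a region 1126 bases from a start of Ptges (ENSMUSG00000050737; chromosome 2, 30901521 to 30902171) rose from 42.5 ± 17.1 to 105 ± 11.6, a log2 fold change of 1.32 (SE 0.36, DESeq2 adjusted p 0.00449). A promoter region of Tyro3 (ENSMUSG00000027298; chromosome 2, 119799089 to 119799993, overlapping exon 1) went from 155 ± 36.6 to 79.2 ± 14.3, a log2 fold change of -0.95 (SE 0.29, DESeq2 adjusted p 0.0121), and held the KLF string GGGCGTGG from 119799323 to 119799330. The Tyro3 call was lost without naïve replicate 1 (-0.70), naïve replicate 2 (-1.18), trained replicate 1 (-0.79) or trained replicate 2 (-1.16) and with GC offsets (-0.63). The Il10 call was lost without naïve replicate 1 (1.36), naïve replicate 2 (1.27) or trained replicate 1 (1.20), and the Ptges call without naïve replicate 2 (0.94) or trained replicate 1 (1.42). Neither region had an adjusted p without trained replicate 2.

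The peak list of each library gave a second view that needed no count table. Naïve replicates 1 and 2 had 76479 and 81281 peaks over 32.9 and 36.0 Mb, and trained replicates 1 and 2 had 71333 and 81900 peaks over 30.4 and 33.7 Mb. The authors' median fold enrichment per peak was 7.56, 7.49, 8.88 and 8.16 in the same order. Between replicates 94.4% and 86.9% of naïve peaks and 96.2% and 84.5% of trained peaks were overlapped by at least 1 base, against 81.5% to 94.7% between lists of different groups. There were 1896 peaks in both trained lists and no naïve list, and 3395 in both naïve lists and no trained list. These counts rest on single lists: without naïve replicate 1 there were 2647 and 8040, without naïve replicate 2 there were 4795 and 5739, without trained replicate 1 there were 6257 and 4340, and without trained replicate 2 there were 2843 and 8144. With the strongest 30000 peaks of each list the counts were 1230 and 1255, so the excess of naïve-only peaks was not seen there. It was seen with a -log10 q of at least 5 (1842 and 3189) and with a reciprocal overlap of 50% (3225 and 4030).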

Values the study reported

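The study reported 4,951 DARs among 57,169 consensus regions, or 8.6% of them, at an FDR of at most 0.05. It gave 3,791 regions as more accessible and 1,124 as less accessible in trained AMs than in naïve AMs. Those counts by direction do not sum to its total. It placed KLF4 in the top 10 transcription factors by motif enrichment in more open promoter DARs, with both motif tools it used.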

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

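The alternatives chosen only after the data were seen were a filter level of 0.05, the crossed replicate block, edgeR with the replicate block, the location and KLF tests with GC-offset or block calls, the location test with a minimum fold change, and all alternatives for the NF-κB, PU.1 and NF-Y strings. More regions were more accessible than less accessible under every alternative except total counts as size factors. The count of 6099 DARs stayed within 1.5 times under every scaling, the count filters and GC offsets (5535 to 6282), and 4991 DARs were shared with the GC-offset calls.

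Other tests and thresholds moved the counts. The edgeR test called 12827 regions (7176 more and 5651 less accessible, 55.9% more), edgeR without a filter 12845 (7195 and 5650, 56.0%), and limma-voom 12521 (7085 and 5436, 56.6%), each including all 6099 DARs. An adjusted p under 0.01 left 3556 (1020 less accessible, 71.3% more), and a log2 fold change of at least 1 left 1510 (1161 and 349, 76.9%). These fall by construction. Against 62.2%, the share more accessible was 49.1% with total counts, 55.5% with size factors from the highest counts, 63.5% with cyclic loess, 64.3% without independent filtering and 67.7% with GC offsets. The cause was not tested. Leaving out each library, with fewer samples, gave 1274 to 2077 DARs, 1033 to 1649 more accessible and 154 to 428 less accessible, and a share of 71.6% to 89.0%.

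Deviations of same-numbered libraries from their group means correlated at -0.13 over all regions and -0.26 over 29479 regions with at least 100 counts. This argues against a pairing by replicate number but does not exclude it. The paper's figure legend gives 2 independent experiments with 2 mice each, and the labels do not say which libraries share an experiment. The replicate block gave 1913 calls (1517 more and 396 less accessible, 79.3% more) and with GC offsets 1954 (1551 and 403, 79.4%). The block with edgeR gave 11609 (6798 and 4811, 58.6%). Crossed numbers as the block gave 3697 calls, 2601 more and 1096 less accessible, 70.4% more. Naïve replicate 1 and trained replicate 2 lay on the same side of the second principal component. A pairing by experiment with crossed numbers therefore stays possible. With block calls the promoter odds ratio of less accessible regions was 0.877. The block left 1 listed promoter region past the threshold, 1 with GC offsets and 8 with edgeR.

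The location result changed with GC offsets. For less accessible regions it also changed with a minimum fold change and with libraries left out. Leaving out a library also called fewer regions, so the part of a single library cannot be told apart from stricter calling. With GC offsets the promoter odds ratio was 1.15 for more accessible and 0.754 for less accessible regions, the opposite of the reported directions. The less accessible ratio was 0.538 with a log2 fold change of at least 1, and 0.399 to 2.31 over the libraries left out. The more accessible ratio stayed below 1 over the libraries left out (0.390 to 0.529). Beyond GC content, only mean count and the promoter signal of single libraries were tested as causes, both under Other observations.

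The KLF odds ratio had an interval spanning 1. It was 0.767 without strata (exact p 0.0145, in a range of p from 0.0145 to 0.952 over the alternatives) and 1.03 with the broader string GGGYGKGG. It was 0.797 to 1.18 over the libraries left out, above 1 without naïve replicate 2 (1.18) and trained replicate 2 (1.05). The NF-κB odds ratio stayed past the threshold under all 11 alternatives run (5.21 to 11.7), cyclic loess calls included (9.58). With replicate block calls the PU.1 ratio was 1.35 and no longer past the threshold (adjusted p 0.110, in a range of 1.11e-11 to 0.282 over the alternatives). The NF-Y ratio was 1.004 without strata. The cause was not tested.

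Of the listed promoter regions, 10 were past the threshold with edgeR, with edgeR without a filter and with limma-voom, 7 with GC offsets, 2 with a log2 fold change of at least 1, and 0 to 1 over the libraries left out. Over the 16 named regions, 302 of 334 values kept their direction and side of the threshold, 22 were no longer past it, 6 were newly past it (Klf4 with GC offsets, and Mertk) and 4 changed sign. Those 4 were Klf4 with total counts (-0.026), cyclic loess (-0.035), without naïve replicate 2 (-0.020) and without trained replicate 1 (-0.013), in a range of -0.020 to 0.071 over the libraries left out. The 10 leading DARs kept their direction, and only the Gm44692 region changed side, at a log2 fold change of at least 1.

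Peaks found only in trained or only in naïve lists numbered 1896 and 3395. A reciprocal overlap of 50% gave 3225 and 4030, a -log10 q of at least 5 gave 1842 and 3189, the strongest 30000 peaks gave 1230 and 1255, and leaving out a list gave 2647 to 6257 and 4340 to 8144. Fewer lists have to share or lack such a peak, which raises the counts. At these depths and with 2 libraries per group, DESeq2 recovered 10.4% of simulated 1.5-fold changes, with only 200 regions changed in all. Depth was not tested apart from the number of libraries.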

Other observations

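Tests chosen only after the result was seen were those of the KLF background and of other cell types against the resident AM list, and the use of GC-offset calls for location. The less accessible and outside-promoter motif sets, the backward strings and the resident AM tests, main regions included, were also added once those patterns had been noticed. The bound for ruling out a cell type by its marker list, below the 2.5th percentile of random lists, was made stricter after the values were seen. It had been the 50th percentile, which would also have ruled out neutrophils and lymphocytes, and it departs from the range set beforehand.

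The number of regions less accessible in trained AMs was 2308. That is higher than the value quoted from the study above. The study's counts by direction do not sum to its total, but that total was also lower than the DARs counted here. With the more accessible counts equal, that mismatch does not explain the gap, and its cause was not found. The number more accessible was equal to the value quoted.

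Less accessible DARs lay at promoters more often than more accessible DARs, with an odds ratio of 2.73 (95% interval 2.45 to 3.05). It changed with the libraries used: it was 0.754 without naïve replicate 1 (0.503 to 1.13), 5.93 without naïve replicate 2, 1.26 without trained replicate 1 (0.901 to 1.75) and 1.60 without trained replicate 2. Fewer regions were called in each of those fits. Higher counts at promoters are argued against as the whole cause, because the ratio was 3.98 (3.52 to 4.51) within deciles of mean count. A GC trend of the libraries may explain it, since with GC offsets the ratio became 0.655 (0.585 to 0.734). Libraries also differed in promoter signal whatever their group: the median log2 difference of promoter minus other regions was -0.13 for naïve replicate 2 minus naïve replicate 1 and -0.031 for trained replicate 2 minus trained replicate 1. For trained minus naïve libraries it was -0.14 and -0.17 against naïve replicate 1 (trained replicates 1 and 2) and -0.022 and -0.053 against naïve replicate 2. All 4 were below 0, and those against naïve replicate 2 were smaller than the naïve replicate difference. Both technical explanations stay open, so no biological reading of the promoter shares is offered.

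More regions gained than lost accessibility (62.2% of DARs), but the choice of scaling could produce this. The share was 49.1% with total counts as size factors and 63.5% with cyclic loess.

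The KLF string was no more frequent in more accessible promoters than in promoters not called. The background set is a candidate explanation for a different outcome elsewhere. Against regions outside promoters the odds ratio was 1.42 (1.15 to 1.76, Fisher's exact test, no strata). That ratio reflects promoters in general and says nothing of opened ones. Among regions not called, the string was in 6.95% outside promoters and 12.1% at promoters, against 9.58% of more accessible promoters. Consensus strings in place of matrices are another difference that was not tested.

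The NF-κB string marked the more accessible promoters (odds ratio 7.61) and also the more accessible DARs outside promoters (8.18, 23.2% against 3.59%). A GC trend is argued against by an odds ratio of 5.21 (4.44 to 6.12) with GC-offset calls. A single library is argued against by the lowest interval over the libraries left out, 9.36 (7.09 to 12.4, without trained replicate 2), and the ratio was 11.7 without naïve replicate 1. Base composition is argued against by the string read backwards, with 1.11 (0.841 to 1.47). Of the named more accessible regions, Ccrl2 held the string GGGGCTTCCC (chromosome 9, 111057565 to 111057574) and Myo1g held GGGAGTCCCC (chromosome 11, 6522948 to 6522957), while the less accessible Tyro3 region also held a match, GGGGCACCCC (chromosome 2, 119799282 to 119799291). As a hypothesis, regions with NF-κB sites may stay open 7 days after LPS. Monocyte-derived cells in the sort, weighed with the marker lists, stay open here as another source. The paper traced the progeny of CX3CR1 monocytes and found no more such AMs in trained than in naïve mice. Its higher AM number after a second LPS challenge also persisted when blood monocytes were depleted or lacked CCR2. No such tracing was done in these libraries.

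In less accessible promoters the KLF string (1.86) and the AP-1 string (2.54) were more frequent than in promoters not called. So were the SP string (1.62, adjusted p 2.98e-10) and the NF-Y string (1.61, adjusted p 5.64e-07), while the NF-κB string (0.677, adjusted p 0.0319) and the CTCF string (0.175, adjusted p 2.05e-04) were less frequent. These 4 were not tested further. With GC-offset calls the KLF ratio was 1.74 (1.39 to 2.18) and the AP-1 ratio 2.87, which argues against a GC trend. The backward KLF string gave 1.16 (0.910 to 1.47) and the backward AP-1 string 1.32, below the intervals of the strings. A single library could decide the KLF part, since without naïve replicate 1 its ratio was 0.875 (0.271 to 2.82). The KLF ratio was 1.03 without trained replicate 1, 1.36 without trained replicate 2 and 1.54 without naïve replicate 2. The AP-1 ratio stayed between 2.53 and 6.29 over the libraries left out. Without naïve replicate 1 only 33 promoter regions were called less accessible. Lower AP-1 accessibility in trained AMs is offered as a hypothesis.

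Marker lists of other cells were used to ask whether the sorted trained samples could hold more of them. The neutrophil list (8 of 14 genes with regions) had a median log2 fold change of -0.23, at percentile 6.18 of matched random lists, with 9 of its 19 regions higher. Its main regions ran from -0.75 (Csf3r) to 1.31 (Camp, 19.1 to 47.3 normalized counts, DESeq2 adjusted p 0.0581), with Ltf at 0.25. The lymphocyte list (5 of 12 genes) had -0.15, at percentile 35.2, with 1 of its 7 regions higher (Cd3d at 0.16). The lymphocyte median changed sign without trained replicate 2 (0.040, 4 regions higher). It was -0.23 to -0.079 with each other library left out. The monocyte list (13 of 13 genes) had 0.043, at percentile 86.7, with 27 of its 47 regions higher, Cx3cr1 at 0.076 and Cd14 at 0.52. DESeq2 called 6 regions of the monocyte list more accessible and 2 less accessible. Of its 47 regions 19 were at Cx3cr1, so the median leans on that gene. For the monocyte list the percentile was 99.5 without trained replicate 1, 98.3 without naïve replicate 2 and 97.3 with cyclic loess. These 3 sources cannot be told apart from no change under the 2.5th percentile bound, which was chosen after the values were seen. Each list's median lay above that bound and not above the 95th percentile in the DESeq2 fit of all libraries. The rule set beforehand counted a median within the range of matched random lists against a source. By that rule all 3 would be argued against: neutrophils (-0.28 to 0.17), lymphocytes (-0.44 to 0.28) and monocytes (-0.15 to 0.096). The epithelial list (8 of 13 genes) had -0.31, at percentile 0.97 and below the 2.5th percentile bound. Among lists of single random regions this argues against more epithelial cells. Its members also moved both ways, with 5 of 20 regions higher, Cdh1 at 0.26 and Epcam at -0.77. Of its regions 9 were at Cdh1, and lists of random genes with all their regions were not drawn for it.

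Regions at resident AM marker genes (78 regions, 15 of 17 genes) had a median log2 fold change of -0.26, below the range of matched random lists (-0.11 to 0.06), with 15 called less accessible and 4 more accessible. It was no uniform shift, since 22 regions were higher, 9 of the 15 genes had a median below 0, and the main region of Pparg was at 0.13. The drop lay mostly outside the main region of each gene, the one with the highest mean count. The 15 main regions had a median of 0.028, with 10 higher, and the other 63 regions had a median of -0.34, with 12 higher. With cyclic loess, GC offsets and total counts 7, 7 and 6 main regions were higher. DESeq2 called 14 of the other regions less accessible, and 1, 4, 2 and 3 without naïve replicates 1 and 2 and trained replicates 1 and 2. Of the main regions it called only Marco less accessible (-0.87, DESeq2 adjusted p 1.21e-04), not without naïve replicate 1 or trained replicate 1, and only Fabp4 more accessible (0.58, DESeq2 adjusted p 0.0379), not with any library left out. Marco was the 1 gene shared with the study's list. A GC trend is argued against by -0.22 with GC offsets, a single library by -0.23 without naïve replicate 1, and a single gene by -0.21 without Pparg. Among lists of random genes drawn with all their regions the list lay at percentile 0.05. A lower share of AMs with more of every other type is argued against by the epithelial list, at -0.35 with GC offsets. That holds among lists of single random regions only. A rise in monocyte-derived cells alone stays open in these libraries, although the paper saw no rise in CX3CR1-traced AMs with training. As a hypothesis, training may lower accessibility at secondary regions of resident AM genes, with their main regions mostly not called.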
